# Chromatin Accessibility Impacts Transcriptional Reprogramming in Oocytes

**DOI:** 10.1016/j.celrep.2018.06.030

**Published:** 2018-07-11

**Authors:** Kei Miyamoto, Khoi T. Nguyen, George E. Allen, Jerome Jullien, Dinesh Kumar, Tomoki Otani, Charles R. Bradshaw, Frederick J. Livesey, Manolis Kellis, John B. Gurdon

**Keywords:** open chromatin, transcriptional activation, reprogramming, nuclear transfer

## Abstract

Oocytes have a remarkable ability to reactivate silenced genes in somatic cells. However, it is not clear how the chromatin architecture of somatic cells affects this transcriptional reprogramming. Here, we investigated the relationship between the chromatin opening and transcriptional activation. We reveal changes in chromatin accessibility and their relevance to transcriptional reprogramming after transplantation of somatic nuclei into *Xenopus* oocytes. Genes that are silenced, but have pre-existing open transcription start sites in donor cells, are prone to be activated after nuclear transfer, suggesting that the chromatin signature of somatic nuclei influences transcriptional reprogramming. There are also activated genes associated with new open chromatin sites, and transcription factors in oocytes play an important role in transcriptional reprogramming from such genes. Finally, we show that genes resistant to reprogramming are associated with closed chromatin configurations. We conclude that chromatin accessibility is a central factor for successful transcriptional reprogramming in oocytes.

## Highlights

• ATAC-seq reveals chromatin accessibility changes during reprogramming in oocytes
• Genes with open promoters are preferentially activated during reprogramming
• Transcription factors play a role in transcriptional reprogramming in oocytes
• Closed chromatin is associated with reprogramming-resistant genes

## Introduction

Transcriptional activation is pivotal for cell fate changes and is modulated by the access of chromatin- and transcription-related factors to gene regulatory regions such as promoters and enhancers. Chromatin accessibility at gene regulatory regions affects transcriptional outcome. Pronounced nucleosome-depleted regions are found around transcription start sites (TSSs) of active genes (Teif et al., 2012). In the course of mouse embryonic development, open chromatin regions dynamically change, which is accompanied by altered transcriptional activities of the associated genes (Lu et al., 2016, Wu et al., 2016). Studying chromatin accessibility dynamics at gene regulatory regions during transcriptional activation provides insight into cell fate changes.

In order to examine chromatin accessibility, DNase sequencing (DNase-seq) has been widely used, which identifies genomic regions that can be cut by the DNaseI enzyme, known as DNaseI-hypersensitive sites (Boyle et al., 2008, Stalder et al., 1980, Thurman et al., 2012). Recently, the Assay for Transposase-Accessible Chromatin Sequencing (ATAC-seq) has been developed to examine open chromatin regions by taking advantage of the Tn5 transposon’s ability to preferentially insert in open chromatin regions (Buenrostro et al., 2013). ATAC-seq is a powerful tool to map open chromatin and nucleosome positions in samples of 500–50,000 cells, producing results comparable with conventional DNase-seq but requiring orders of magnitude fewer cells (Buenrostro et al., 2013). ATAC-seq methods have also been used for single cells (Buenrostro et al., 2015, Cusanovich et al., 2015).

Using the genome-wide approaches, dynamic changes in chromatin accessibility have been investigated when transcription patterns of somatic cells are reprogrammed in induced pluripotent stem (iPS) cells. In the course of reprogramming toward iPS cells, nucleosome occupancy and open chromatin regions are changed in regulatory regions, especially at the binding sites for reprogramming transcription factors (TFs) (Li et al., 2017, West et al., 2014). The binding of reprogramming TFs to chromatin is inhibited by a closed chromatin configuration marked by histone H3 lysine 9 trimethylation (H3K9me3) (Soufi et al., 2012). Furthermore, enhancing chromatin accessibility during reprogramming by knocking down the histone chaperone CAF-1 accelerates binding of TFs and the transcriptional activation of pluripotency genes (Cheloufi et al., 2015). In contrast to iPS cells, chromatin accessibility dynamics during nuclear reprogramming in oocytes have not been well elucidated on a genome-wide scale. Nuclear transfer (NT) of somatic cells to oocytes allows efficient reprogramming in gene expression, which is induced by a different mechanism from iPS cells (Jullien et al., 2011). However, it is unclear to what extent oocytes can reprogram chromatin accessibility of somatic cells.

In this study, we examined open chromatin regions using ATAC-seq before and after reprogramming of mouse somatic nuclei in *Xenopus laevis* oocytes (Jullien et al., 2014, Miyamoto et al., 2013). This NT system enables DNA replication- and cell division-independent reprogramming of somatic nuclei so that we can assess the direct impact of oocyte factors on chromatin accessibility. We find that chromatin states of donor cells profoundly affect transcriptional reprogramming, although oocytes have an ability to open up gene regulatory regions. We show that chromatin accessibility is a key factor influencing transcriptional reprogramming in oocytes.

## Results and Discussion

### Optimization and Evaluation of ATAC-Seq for Analyzing Cells Transplanted into Oocytes

Somatic cell nuclei transferred into oocytes have different characteristics from conventional cultured cells, in that only a small number of cells can be prepared, and those cells are difficult to permeabilize. We therefore optimized ATAC-seq protocols for our study. As reported previously (Buenrostro et al., 2013), the concentration of transposon for cutting and tagging open chromatin regions was key to a successful assay. When the cell number was small (less than 1,000 cells), dilution of the transposon prevented over-digestion of template chromatin (Figures 1A and S1A). The correct transposon concentration allowed for successful production of a DNA library with periodic nucleosome peaks even from a single cell (Figure S1B). In addition, Triton X-100 was needed to permeabilize reprogrammed cells, which contain inhibitory *Xenopus* oocyte materials only after NT.

**Figure 1:**
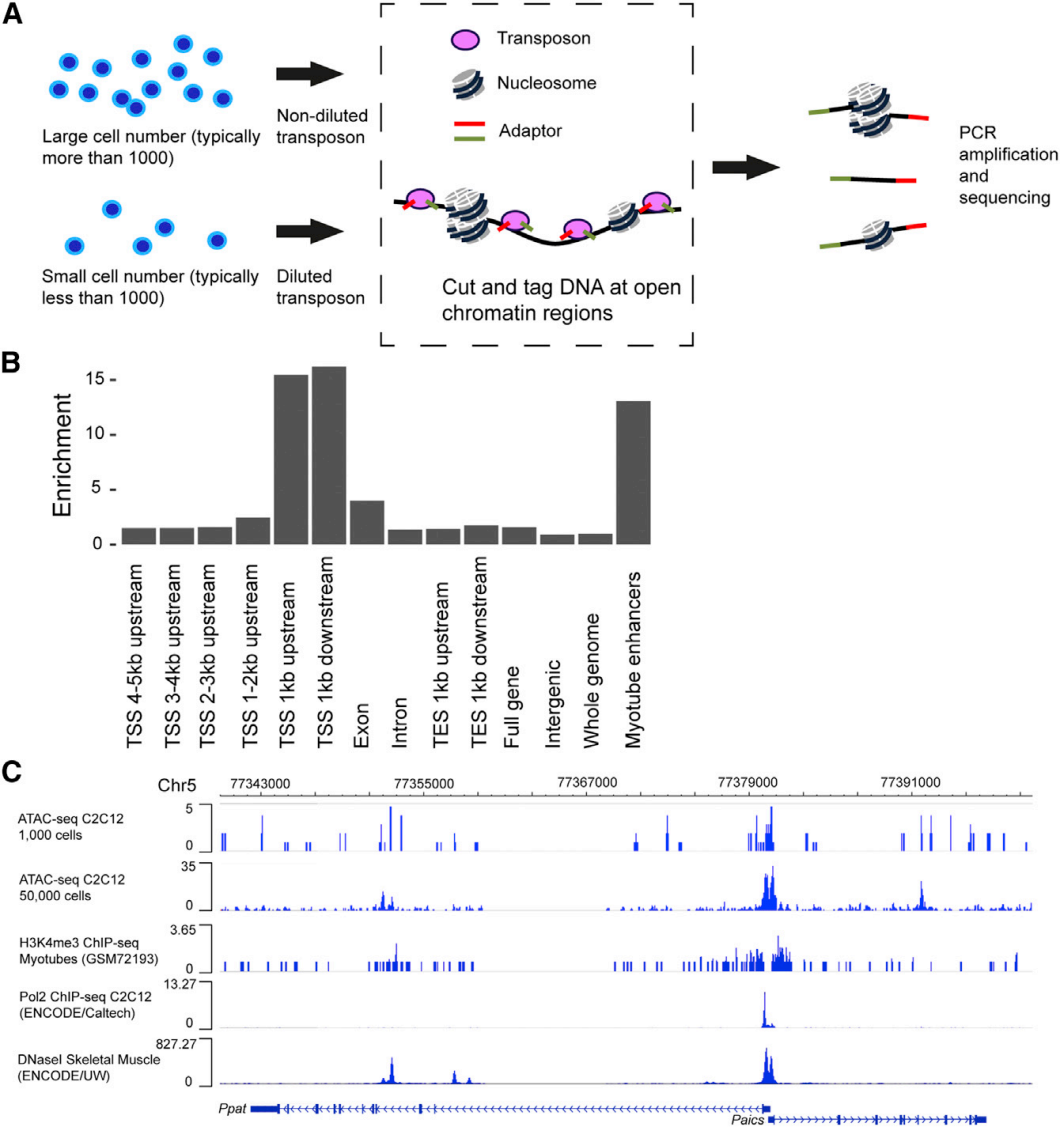
ATAC-Seq Enables the Identification of Open Chromatin Regions (A) The modified ATAC-seq protocol for our experiments. (B) The genomic distribution of ATAC-seq peaks in C2C12 mouse myoblasts, representing open chromatin. The y axis represents the enrichment of peaks in each type of genomic region relative to the whole genome. Two independently prepared ATAC-seq libraries were used for the analysis. (C) A track image of ATAC-seq from 1,000 and 50,000 cells, chromatin immunoprecipitation sequencing (ChIP-seq) of H3K4me3 (GSM72193) and RNA polymerase II (GSM915176), and DNase-seq (GSM1014189) at the *Ppat* and *Paics* genes in mouse muscle cells. Open chromatin at the TSS is adjacent to H3K4me3 marks.

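In the region drawn in Figure 1C, the list of C2C12 peaks from 50000 cells held 3 peaks on chromosome 5. They lie from 77351836 to 77352166, from 77352474 to 77352821 and from 77391590 to 77391925. Between the second and the third peak, 38768 bp held no peak in that list, and the shared start of the Ppat and Paics genes lies in this interval in the drawing. The C2C12 list from 1000 cells held 0 peaks in the region. Whether signal at a site passed the authors' threshold is all that the lists record, so they do not give the height of the tracks.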

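ATAC-seq marks open chromatin by letting a transposase insert sequencing adaptors into accessible DNA, so that fragments pile up at open sites. C2C12 is a mouse myoblast cell line. For this cell line the authors deposited 1 list of peaks called from 50000 cells and 1 list called from 1000 cells, each standing for 2 independently prepared libraries. The libraries from 100, 10 and 1 cell were not analysed here. Each list gives the chromosome, start and end of every peak that passed the authors' false discovery rate of 0.01, without a score or a read number, so the depth behind a peak is unknown. The lists cover chromosomes 1 to 19 and X, and no peak is narrower than 150 bp. Because the libraries of a condition share a list, no spread between replicates can be given. Peaks of different lists were compared by overlap of at least 1 bp. Overlaps between whole lists were set beside 1000 random circular shifts of the positions within each chromosome. The shifts keep the number, width and spacing of the peaks. Most overlaps of a part of a list were not set beside shifts. Intervals are 95% Wilson intervals over peaks and cover counting error only. Positions are given 1-based in the coordinates of the lists, whose genome build is not named in the paper's text.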

After incorporating these modifications, we performed ATAC-seq using mouse C2C12 myoblasts from 50,000, 1,000, 100, 10, and 1 cell. When cell numbers were small (less than 100 cells), many reads were derived from mitochondria and the produced libraries showed characteristics of those with a low quality, such as duplicated reads and low library complexity. Hierarchical clustering of the mapped ATAC-seq reads around TSSs showed that the 1,000-cell and 50,000-cell samples clustered together while those created from 100, 10, and 1 cell did not cluster with the 1,000-cell and 50,000-cell samples (Figure S1C). For making use of sequencing data from the small cell numbers, multiplexing of a large number of libraries or referring to pre-existing chromatin accessibility maps would be a good way forward (Buenrostro et al., 2015, Cusanovich et al., 2015). These results suggest that ATAC-seq reads that cover the whole genome can only be obtained from libraries prepared from 1,000 or more cells, at least using our reported method. Therefore, we decided to prepare ATAC-seq libraries using more than 1,000 cells in subsequent experiments.

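The list from 1000 cells held 34771 peaks with a median width of 258 bp. Of these, 2950 (8.48%, 95% Wilson interval 8.20% to 8.78%) overlapped a peak of the list from 50000 cells, and 31821 did not. Randomly shifted positions gave 1.51% on average and at most 1.74% in 1000 shifts. In the other direction, 2963 peaks of the list from 50000 cells (5.62%, interval 5.43% to 5.82%) overlapped a peak from 1000 cells. The share rose with the width of the 50000-cell peak, from 1.92% among the narrowest 10% of peaks to 16.8% among the widest 10%. The donor MEF list overlapped 19.6% and 85.9% of the same peaks. Of the alternative settings, a reciprocal overlap of at least 50% moved the share of 1000-cell peaks most, to 3.13%. These values describe called peaks in lists with 1 call set per cell number, whereas the clustering in Figure S1C used mapped reads around TSSs, which were not analysed here.

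**Figure D1:**
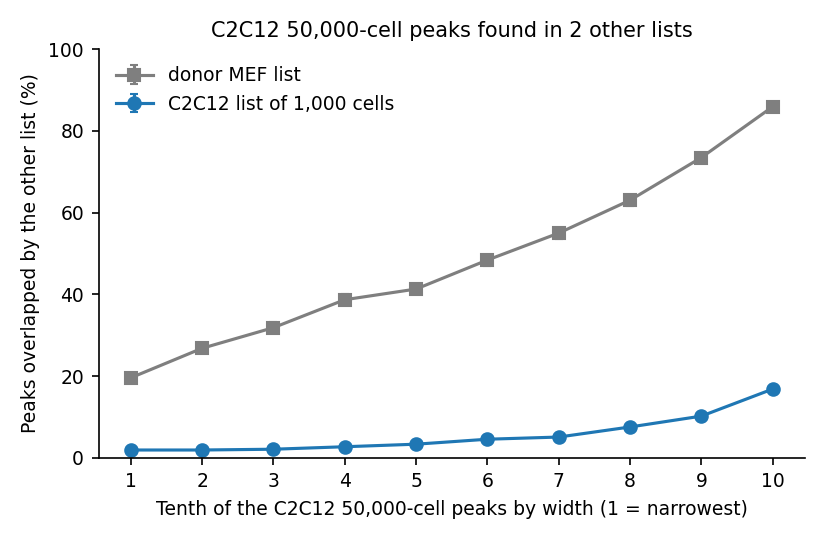
Share of the C2C12 peaks from 50000 cells, in classes of 10% of the peaks by width, that overlap a peak of the C2C12 list from 1000 cells (circles) or of the donor MEF list (squares), in percent. Bars are 95% Wilson intervals and are mostly smaller than the symbols. The 1000-cell list reaches 16.8% in the widest class and the donor MEF list 85.9%.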

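The list from 50000 C2C12 cells held 52697 peaks, and no 2 of them overlapped. The peaks covered 24.3 Mb and had a median width of 392 bp, with quartiles of 277 and 580 bp. Chromosome 2 held the most peaks (4087) and chromosome X the fewest (1240). When peaks up to 150 bp apart were joined, 49574 remained, and 43749 peaks were at least 250 bp wide.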

Genomic locations of ATAC-seq peaks, representing open chromatin sites, were examined in C2C12 cells, and 52,697 unique sites were found. Open chromatin regions were overrepresented within 1 kb of TSSs by 15.9-fold relative to the whole genome (p < 1E−6) and by 13.1-fold in myotube enhancers (p < 1E−6) (Figure 1B). Further, 40.0% of all TSSs and 40.3% of all myotube enhancers (p < 1E−6) contained ATAC-seq peaks. ATAC-seq peaks were 10.9-fold enriched in regions marked with histone H3 lysine 4 trimethylation (H3K4me3) on a genome-wide scale (p < 1E−6; Figure 1C, track image), in agreement with the previously noted association of H3K4me3 with open and active promoter elements (Guenther et al., 2007, Heintzman et al., 2007). These data verify that our modified ATAC-seq protocol captures characteristic open chromatin features.

### ATAC-Seq Reveals Changes in Chromatin Accessibility after NT of Somatic Cells to *Xenopus* Oocytes

We then examined chromatin accessibility dynamics before and after transcriptional reprogramming of somatic cells in oocytes by using the modified ATAC-seq protocol. We took advantage of the direct transcriptional reprogramming system in *Xenopus* oocytes, in which hundreds of mouse somatic nuclei transplanted into the germinal vesicle (GV), a giant nucleus of a *Xenopus* oocyte, undergo extensive transcriptional reprogramming toward an oocyte-like state within 2 days, without cell divisions and DNA replication (Figure 2A) (Jullien et al., 2014). Therefore, any changes in chromatin accessibility observed in our reprograming system are accomplished in a replication-independent manner. 

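MEFs are fibroblasts cultured from mouse embryos. The authors deposited 1 peak list for donor MEFs, from 1 library of 3000 cells, and 1 list for MEFs 48 h after NT, which stands for 2 libraries from independent NT experiments with 10 oocytes pooled in each. Whether the NT libraries were pooled before or after peak calling is not stated in the paper's text. Both lists have the form and the threshold of the C2C12 lists. The donor list held 39592 peaks with a median width of 399 bp that covered 17.4 Mb. The list after NT held 8257 peaks with a median width of 291 bp that covered 2.80 Mb. Without read numbers it is not known how much of the difference in peak number comes from depth, and with 1 list per condition the difference has no replicate check.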

We performed ATAC-seq on donor mouse embryonic fibroblasts (MEFs) and on MEFs 48 hr after NT, using 3,000 cells for each sample (Figure 2A). Our ATAC-seq reads of donor MEFs resembled reads from published DNase-seq of mouse 3T3 embryonic fibroblast cells (GSM1003831, Spearman correlation with our reads = 0.84) and mouse headless embryos at day 11.5 (GSM1014172, Spearman correlation with our reads = 0.85; Figure S2A). Examination of the genomic distribution of peaks showed enrichment around TSSs both before and after NT (Figure 2B). Open chromatin peaks were also enriched at enhancers for MEFs before NT, but this enrichment was not observed after NT (Figure 2B), suggesting the closing of open chromatin at MEF-specific enhancers after NT. 

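The enhancer lists behind Figure 2B were not used here. Donor MEF peaks that are absent from C2C12 cells were taken instead as sites specific to the cell type, which are not the same as enhancers. Of all donor MEF peaks, 3854 (9.73%, 95% Wilson interval 9.45% to 10.0%) overlapped a peak after NT, and shifted positions gave 0.258% on average. Of the 25562 donor peaks shared with the C2C12 list from 50000 cells, 3572 (14.0%, interval 13.6% to 14.4%) overlapped a peak after NT. Of the 14030 donor peaks not shared, 282 did (2.01%, interval 1.79% to 2.26%). The share was higher among the shared peaks on each of the 20 chromosomes. Shared peaks were wider, with a median of 442 bp against 338 bp, but the difference remained when donor peaks were split by width into classes of 25% each. In the narrowest class 5.11% of shared and 1.64% of other peaks overlapped a peak after NT, and in the widest class 23.4% and 3.24% did. Width was the only property held alike. The lists hold no signal strength, so stronger signal at shared peaks could also give the difference, which was not tested. The shares therefore do not show that sites specific to the cell type closed. With the C2C12 list from 1000 cells in place of that from 50000 cells, the difference between the 2 shares was 19.5 percentage points, the largest move among the alternative settings. Only 2386 donor peaks overlapped the 1000-cell list, so most peaks shared with the 50000-cell list counted as not shared there. That value is therefore not a like measure of sharing with C2C12 cells.

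**Figure D2:**
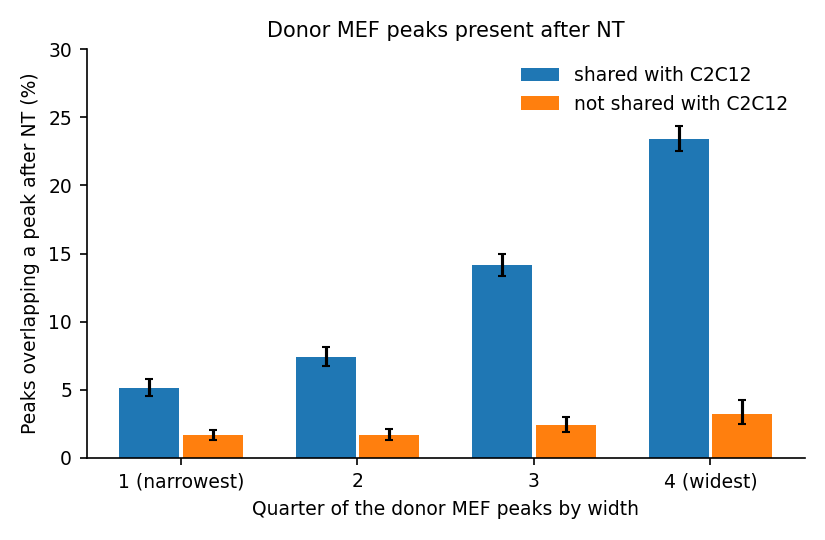
Share of donor MEF peaks that overlap a peak after NT, in percent, in classes of 25% of the peaks by width, for peaks shared with the C2C12 list from 50000 cells and for peaks not shared. Bars start at 0 and lines are 95% Wilson intervals over peaks. Shared peaks rise from 5.11% to 23.4% and peaks not shared from 1.64% to 3.24%.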

The relative abundance of peaks for embryonic stem cell (ESC) enhancers did not increase much after NT, but the closing of enhancers was not observed, unlike MEF enhancers (Figure 2B, right two bars). These results suggest that MEFs, which have undergone NT, may use a different set of enhancers from those before NT to regulate gene transcription.

**Figure 2:**
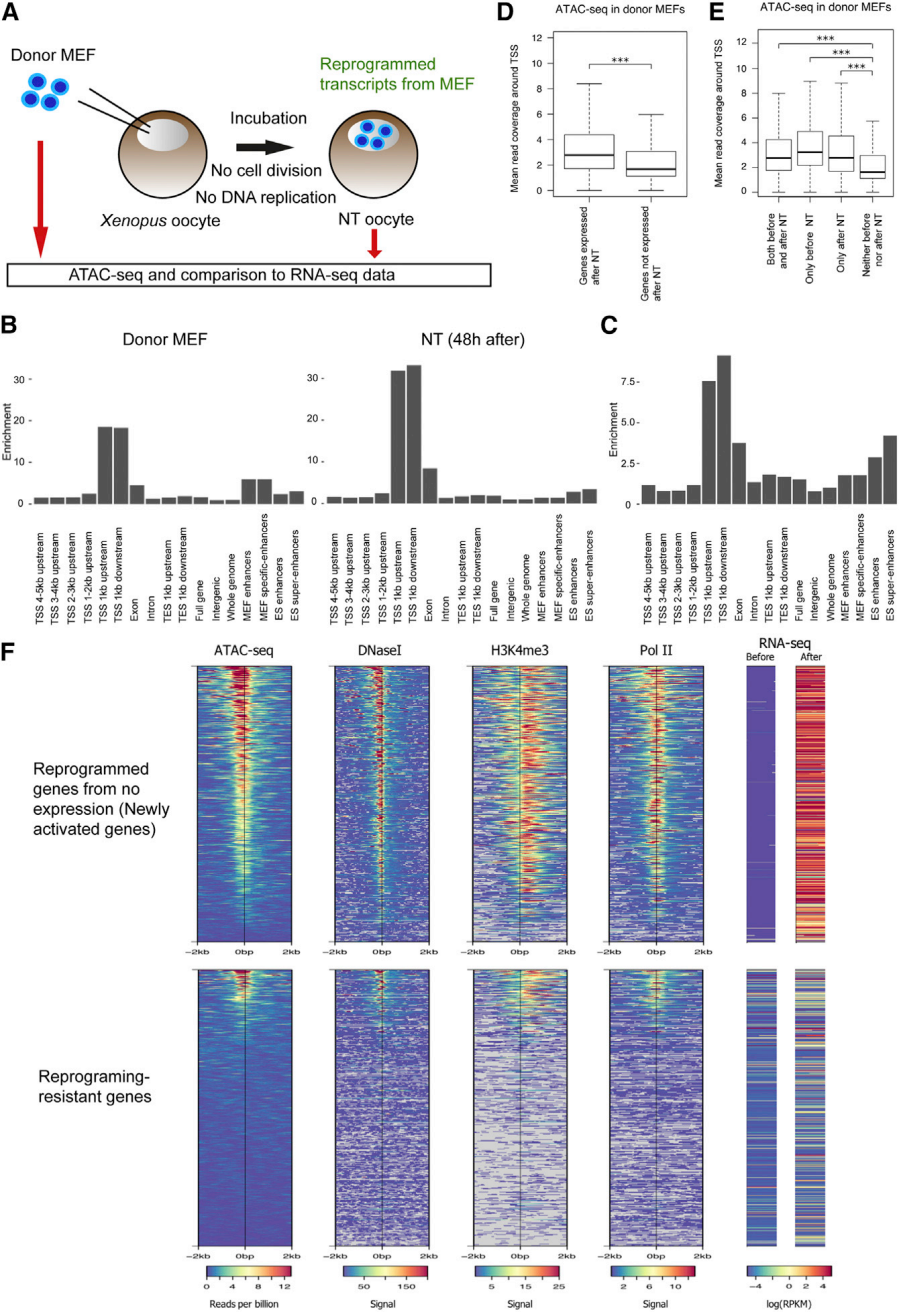
Genes with Open TSSs Are Preferentially Reprogrammed upon NT to *Xenopus laevis* Oocytes (A) MEFs are transplanted into the nuclei of *Xenopus* oocytes, reprogramming their transcription. MEFs before NT and reprogrammed MEFs were used for ATAC-seq. Two biologically independent NT experiments were performed for the subsequent analyses (10 NT oocytes, equivalent to 3,000 cells, were pooled in each experiment). (B) The genomic distribution of ATAC-seq peaks representing open chromatin before and after NT. The y axis represents the enrichment of peaks in each type of genomic region relative to the whole genome. (C) The genomic distribution of newly appeared ATAC-seq peaks after NT. (D) ATAC-seq reads in donor MEFs were compared around TSSs. Genes were divided into two categories: expressed in NT oocytes and not expressed in NT oocytes. The y axis represents the mean read coverage in a 1-kb window centered on the TSS. (E) ATAC-seq reads around TSSs in donor MEFs were compared among different gene categories: genes expressed before and after NT, those expressed only before NT, those expressed only after NT, and those expressed at neither time point. (F) Representation of signal associated with open chromatin (ATAC-seq, DNase-seq, H3K4me3 ChIP-seq, and Pol II ChIP-seq) at TSSs of MEF genes reprogrammed in *Xenopus* oocytes. RNA-seq results (Jullien et al., 2014, Jullien et al., 2017) are shown at the right panel. Accession numbers for the DNase-seq, H3K4me3, and Pol II data are GSM1014172, GSM769029, and GSM918761, respectively. ^∗∗∗^p < 1E−6 by the Mann-Whitney U test.

We next investigated genomic regions newly opened after NT. We found that 3,146 peaks appeared only after NT; those peaks present after NT were at least 5,000 bp away from a peak in MEF before NT. Such newly appeared open chromatin regions were enriched at gene regulatory regions including TSSs and embryonic stem (ES) super-enhancers (Figure 2C). 

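With the distance measured from edge to edge, 3146 of the peaks after NT (38.1%, 95% Wilson interval 37.1% to 39.2%) lay at least 5000 bp from every donor MEF peak. Their median distance to the nearest donor peak was 20524 bp. A further 1238 peaks had no overlap but lay closer. The newly opened peaks were narrower than the 3873 peaks after NT that overlapped a donor peak, with median widths of 241 and 376 bp. The count was 4384 when only overlap was excluded, 2459 at a distance of at least 10000 bp and 1517 when peaks had to be at least 250 bp wide in every list, the setting that moved it most. The list of NT oocytes with Toca1/Fnbp1l came from a further library. It overlapped 520 of the newly opened peaks (16.5%, interval 15.3% to 17.9%) and 2795 of the peaks that also overlapped a donor peak (72.2%, interval 70.7% to 73.6%). Shifted positions of the newly opened peaks gave 0.590% on average. Among peaks at least 400 bp wide the shares were 40.5% and 83.4%. The 2 classes therefore differed by more than the counting error at that width too, although the Toca1/Fnbp1l list is from a different treatment and is not a replicate. By definition the second class had already been called in another list and the newly opened peaks had not. The difference therefore does not tell background calls from sites that open less regularly.

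**Figure D3:**
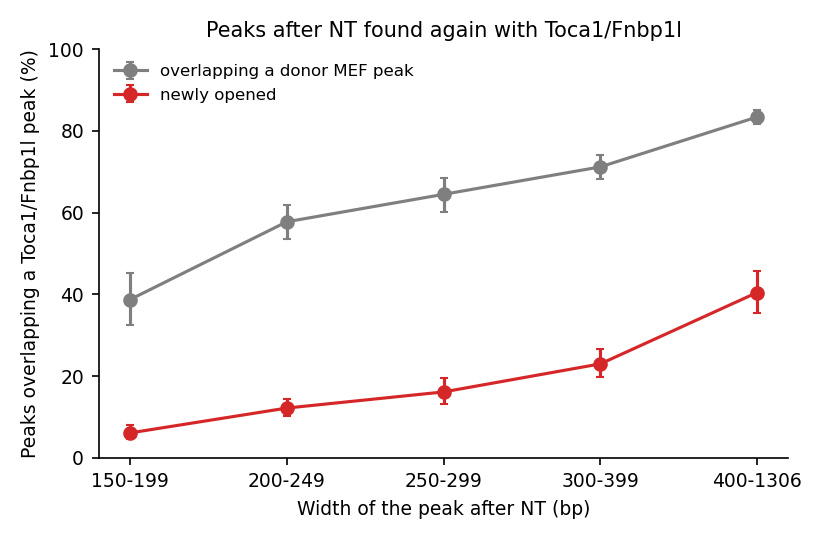
Share of peaks after NT that overlap a peak of the Toca1/Fnbp1l list, in percent, by width class in bp, for newly opened peaks and for peaks that overlap a donor MEF peak. Points are shares and bars 95% Wilson intervals over peaks. Newly opened peaks rise from 6.09% to 40.5% and the other class from 38.7% to 83.4%.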

The mean distance of these newly opened chromatin regions from a TSS is 61,049 bp, compared with 23,813 bp for all peaks after NT, suggesting that newly open regions are more likely to be distant from promoters. These results suggest that dynamic changes in chromatin accessibility are induced in a replication-independent manner during oocyte-mediated reprogramming.

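Distances from a TSS need a gene annotation in the coordinates of the lists, which was not used here, so only the distances that the paper gives in Table S1 were examined. The copy of its first sheet used here holds 1994 of the paper's 3146 newly opened peaks, and its intergenic sheet holds all 1245. Each of these peaks was found at the same position in the list after NT. Over the rows held of the first sheet, which cover 14 chromosomes, the paper's distances have a mean of 44594 bp and a median of 19706 bp. Over the intergenic sheet, which by its definition leaves out peaks in genes or within 5000 bp of a TSS, they have a mean of 71001 bp and a median of 30770 bp. Neither set of rows is the full set of newly opened peaks. The median distance of the intergenic peaks to the nearest donor MEF peak, recomputed from the lists, was 21397 bp. The mean over all peaks after NT was not analysed here.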

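Seen from the list after NT, 3873 of its peaks (46.9%, 95% Wilson interval 45.8% to 48.0%) overlapped a donor MEF peak, against 1.23% on average for shifted positions. A reciprocal overlap of at least 50% lowered the share to 29.4%, and counting peaks within 500 bp raised it to 52.6%. From the peaks absent in donor MEFs, and because nuclei in this system do not replicate their DNA, the paper proposes that the changes in accessibility arise without replication.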

### Open Promoters of Silent Genes Are Permissive for Transcriptional Activation in Oocytes

Distribution of open chromatin peaks clearly indicates that accessible chromatin sites are mainly located at gene regulatory regions (Figures 2B and 2C). We then investigated the relationship between open chromatin at gene regulatory regions and transcriptional activation. We took advantage of our previous RNA-seq dataset in which transcriptome of donor MEFs before and after NT was revealed (Jullien et al., 2014). Mapped ATAC-seq reads were plotted around TSSs and, as expected, genes expressed after NT showed more open chromatin than non-expressed genes in these samples (Figure S2B). Intriguingly, genes expressed after NT exhibited more open chromatin than genes not expressed after NT at TSSs in the donor cells as well (Figure 2D), suggesting that pre-existing open chromatin might affect subsequent transcriptional reprogramming. To further pursue this, we examined genes newly activated after NT. These genes showed more open chromatin at TSSs than non-expressed genes in donor cells and in NT oocytes (only after NT versus neither before nor after NT; Figures 2E and S2C). Even more strikingly, a large proportion of genes activated after NT contained open chromatin already in donor cells and were also associated with H3K4me3 and unphosphorylated RNA polymerase II (Figure 2F, upper panels). This is in contrast to genes that our previous study identified as resistant to transcriptional activation in MEFs during oocyte-mediated reprogramming (Figure 2F, lower panels; reprogramming-resistant genes are discussed below) (Jullien et al., 2017). In conclusion, genes marked at their TSSs by open chromatin and other priming-associated factors such as the loading of poised RNA polymerase II (Adelman and Lis, 2012) and H3K4me3 (Voigt et al., 2013) are prone to transcriptional activation during reprogramming in oocytes. These results also imply that pre-existing open chromatin states in donor cells affect transcriptional reprogramming, further extending our previous finding that somatic cell genes abnormally maintain their expression in *Xenopus* NT embryos as somatic memory genes (Hörmanseder et al., 2017).

### Transcriptional Reprogramming Is Not Solely Explained by Pre-existing Open Chromatin States at Promoters

We asked whether pre-existing open chromatin is enough to induce transcriptional reprogramming. We compared open chromatin states of downregulated genes and genes activated after reprogramming. Genes downregulated after NT (genes that were only expressed in MEFs) had a higher level of open chromatin than non-expressed genes in donor cells, as expected, but strong open chromatin states were unexpectedly maintained in downregulated genes even after NT (Figure 2E; Figure S2C, only before NT). On further inspection, we observed that, while downregulated genes retained open chromatin after NT at the global level, the open regions shifted their locations slightly (Figure S2D). In fact, some motifs were more enriched in ATAC-seq peaks detected in MEFs near these downregulated genes than in peaks detected in MEFs after NT around the same genes, and vice versa (Figures S2E and S2F). As expected, the TFs with motifs more enriched in MEF peaks tended to be more expressed in MEFs and not expressed in *Xenopus* oocytes, while the TFs with motifs more enriched in post-NT peaks tended to be more expressed in MEFs after NT and/or in *Xenopus* oocytes (Figures S2E and S2F). These results suggest that oocytes utilize different TFs from somatic cells to maintain the open chromatin near genes expressed only before NT. These regions may stay open after NT as a secondary effect of the oocyte transcriptional regulators after NT, but without somatic factors, transcription from these genes is not efficiently performed even in the presence of open chromatin. This idea is in good accordance with our previous finding that the removal of somatic transcriptional machinery and the loading of the oocyte counterpart is observed after NT to oocytes (Jullien et al., 2014).

### Oocyte-Mediated Reprogramming Involves Opening of Closed Chromatin

Although many genes are transcribed from pre-existing open TSSs (Figure 2F), some genes acquire open chromatin from the closed state during oocyte reprogramming. 

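Newly opened genes were looked up in the paper's Table S2, of which the copy used here holds 495 genes against the paper's 497. It lists 541 peaks for them, 225 at promoters and 316 in gene bodies. All 541 were found in the list after NT, and all were at least 5000 bp from a donor MEF peak, with a median of 28661 bp. Table S2 places a peak at the promoter of Utf1, on chromosome 7 from 147129498 to 147129832, 7267 bp from the nearest donor peak. Its peak for Hoxc8 lies in the gene body, 1894 bp from the TSS by the paper's distance, on chromosome 15 from 102822864 to 102823033. That peak is 170 bp wide and lies 6838 bp from the nearest donor peak. Neither peak was overlapped by a peak of the Toca1/Fnbp1l list. The genes with the 3 widest promoter peaks were Sh2d4a (1002 bp), Tmem9b (848 bp) and B630019K06Rik (836 bp). Each of these 3 peaks was overlapped by a peak of the Toca1/Fnbp1l list and by a peak of the C2C12 list from 50000 cells.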

3,146 ATAC-seq peaks were detected only in NT samples, but not in donor MEFs (Table S1), and 497 genes without an ATAC-seq peak in MEFs gained a peak after NT, such as *Utf1* and *Hoxc8*, both of which have been shown to be reprogrammed after NT (Miyamoto et al., 2013) (Figure S3A; Table S2). 

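The peaks on the intergenic sheet of Table S1 had a median width of 237 bp. A peak of the Toca1/Fnbp1l list overlapped 163 of them (13.1%, 95% Wilson interval 11.3% to 15.1%). Of the sheet, 877 peaks also lay at least 5000 bp from every peak of both C2C12 lists. The widest peak of the whole sheet was 916 bp wide, on chromosome 4 from 131202311 to 131203226, with Ptpru as the closest TSS in the paper's table. Next on the sheet were a peak of 900 bp on chromosome 11 from 95029764 to 95030663, closest to Dlx4 and 2112 bp from a peak of the C2C12 list from 50000 cells, and a peak of 797 bp on chromosome 1 from 184197185 to 184197981, closest to Degs1. Of these, the peak near Dlx4 was overlapped by a peak of the Toca1/Fnbp1l list.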

We also found 1,245 ATAC-seq peaks after NT that do not overlap genes and are located at least 5 kb from a TSS or a peak before NT (Table S1). These newly formed regions of open chromatin may serve as enhancers that drive transcriptional reprogramming in this system, analogous to the enhancers that open during cellular differentiation and iPS reprogramming (Wang et al., 2011a, West et al., 2014). Newly opened regions were associated with genes related to fatty acid biosynthesis, regulation of stem cell maintenance, and protein targeting to membrane, as revealed by the Genomic Regions Enrichment of Annotations Tool (GREAT) (McLean et al., 2010) (Figure S3B). Furthermore, several motifs for binding of TFs were enriched in ATAC-seq peaks after NT relative to before NT, including GATA binding protein 3 (GATA3), retinoic acid receptor gamma (RARG), and RE1-silencing transcription factor (REST) (Figure S3C). Interestingly, REST has been shown to play a key role in NT-mediated nuclear reprogramming in porcine oocytes (Kong et al., 2016), supporting the validity of our approach.

### Transcription Factors in Oocytes Are Involved in Transcriptional Reprogramming

Because chromatin sites newly opened after NT are enriched with specific TF motifs (Figure S3C), we sought to test roles of TFs in oocytes for transcriptional reprogramming. Among the TFs identified, we focused on RAR because it showed one of the most significant hits and because RAR functions in *Xenopus* oocytes (Minucci et al., 1998). We first selected genes to test for further analyses. *Pou5f1* (known as *Oct4*) and *Utf1* have been shown to be regulated by RARs (Delacroix et al., 2010, Okazawa et al., 1991) and to be newly activated after NT to oocytes (Miyamoto et al., 2013). We also examined *Ap1s3*, which contains Retinoic Acid Response Element (RARE) at the TSS and is activated after NT. A RAR-α dominant-negative form (dnRAR) (Wang et al., 2011b) was overexpressed in NT oocytes. dnRAR was localized in transplanted MEF nuclei several hours after NT (Figure 3A). The overexpression of dnRAR in NT oocytes inhibited transcription from *Oct4*, *Utf1*, and *Ap1s3* (1.5- to 2.5-fold decrease), whereas expression of *Gapdh*, a housekeeping gene, was not affected (Figure 3B). These results suggest that newly activated genes are indeed regulated by RAR. Therefore, TFs in oocytes impact transcriptional reprogramming, possibly through opening of inaccessible sites in somatic chromatin.

**Figure 3:**
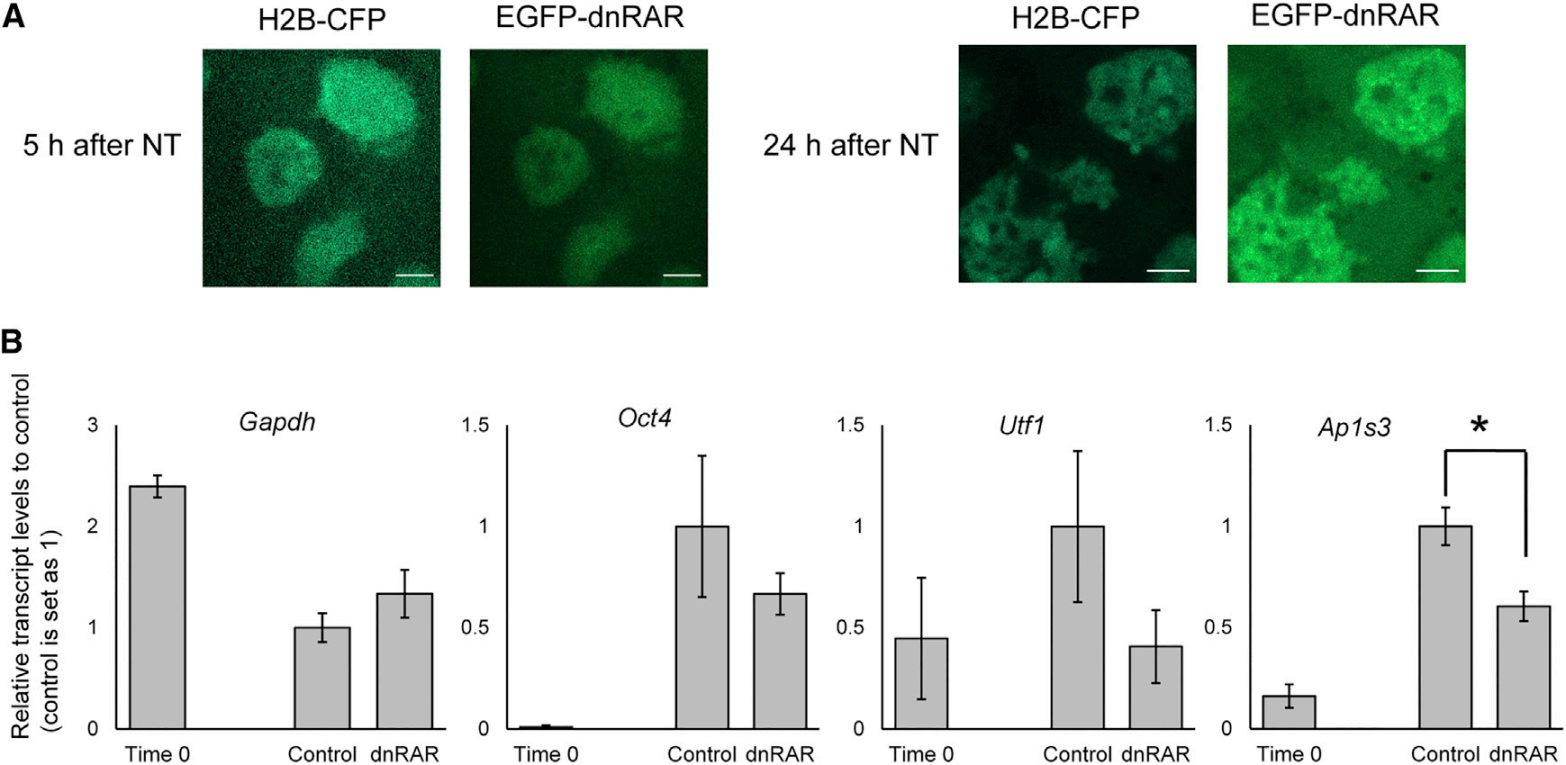
RAR Influences Transcriptional Reprogramming in Oocytes (A) NT oocytes overexpressed with EGFP-dnRAR and histone H2B-CFP were subjected to confocal microscopy. EGFP-dnRAR was accumulated in the injected nuclei. Scale bars indicate 5 μm. (B) Expression of RA-regulated genes was downregulated after overexpression of EGFP-dnRAR in NT oocytes. n = 3 (time 0) or 4 (control and dnRAR). Time 0 represents NT oocytes just after NT. Error bars represent ± SEM. ^∗^p < 0.05 by the Student’s t test.

### Closed Chromatin Is Associated with Reprogramming-Resistant Genes

We next asked whether an opening of somatic chromatin is efficiently carried out or not after NT to oocytes. Our previous study identified genes resistant to oocyte-mediated reprogramming in MEFs (Jullien et al., 2017). These genes are not activated after nuclear transplantation of MEFs to oocytes but are transcribed after transplantation of ESCs (Jullien et al., 2017). This suggests that although transcriptional activators for the MEF reprogramming-resistant genes are present in oocytes, some feature of MEFs is preventing successful activation. Interestingly, both resistant and activated genes were transcriptionally silent in donor MEFs, but the TSSs at resistant genes in MEFs were clearly more closed compared with successfully activated genes (Figure S3D). The opening of chromatin is a central factor for successful transcriptional reprogramming, but is inefficient as is evident from the presence of the MEF reprogramming-resistant genes, suggesting that the opening of closed chromatin is a barrier for reprogramming.

### Chromatin Opening Facilitates Transcriptional Reprogramming

We finally tested whether accessible chromatin states enable efficient transcriptional reprogramming. We have previously reported that enhancing nuclear actin polymerization results in efficient transcriptional reprogramming (Miyamoto et al., 2011), and that nuclear actin polymerization plays a role in chromatin decondensation (Baarlink et al., 2017). Toca1/Fnbp1l, a factor that enhances actin polymerization and transcriptional reprogramming (Miyamoto et al., 2011), was overexpressed in NT oocytes and subjected to ATAC-seq. 

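For NT oocytes that overexpressed Toca1/Fnbp1l, the authors deposited 1 peak list from 1 library of 3000 cells at 48 h after NT, with the same columns and threshold as the other lists. The control was the list of MEFs after NT, which stands for 2 libraries. With 1 list per arm, a difference between them has no replicate check, and treatment, library and depth cannot be told apart.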

More open chromatin peaks were found in Toca1/Fnbp1l-overexpressed NT oocytes, compared with control NT oocytes (2.6-fold increase), and 2.1-fold more genes were associated with ATAC-seq peaks by Toca1/Fnbp1l overexpression. 

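The Toca1/Fnbp1l list held 16412 peaks, 1.99 times the number after control NT. The peaks were also wider, with a median of 467 bp. They covered 8.81 Mb, and the covered length was 3.14 times that of the control list. Counting only peaks at least 250 bp wide gave 13538 against 5206 peaks, a ratio of 2.60. Joining peaks up to 150 bp apart gave a ratio of 2.00, and leaving out chromosome X left it at 1.99. The number of genes associated with peaks was not analysed here, because it needs a gene annotation in the coordinates of the lists.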

Toca1/Fnbp1l overexpression has been shown to enhance *Oct4* activation (Miyamoto et al., 2011). Indeed, more ATAC-seq reads were found at the *Oct4* gene locus in Toca1/Fnbp1l-overexpreessed NT oocytes than in control NT oocytes (Figure 4A), suggesting that enhanced transcriptional reprogramming is associated with the accessible chromatin state. On the other hand, genes whose transcription is not affected by Toca1/Fnbp1l overexpression (Miyamoto et al., 2011) also showed more ATAC-seq reads (Figure S4A), supporting our contention that open chromatin at TSSs is not sufficient to determine transcriptional activities. 

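In the region drawn in Figure 4A, on chromosome 17, the lists of donor MEFs, control NT oocytes and Toca1/Fnbp1l-overexpressed NT oocytes each held 1 peak. It lies from 35653703 to 35654203 in donor MEFs, from 35653744 to 35654050 after NT and from 35653664 to 35654322 with Toca1/Fnbp1l. In the drawing this is where Tcf19 and Cchcr1 begin. None of the 3 lists held a peak at the Oct4 (Pou5f1) gene as drawn there. The peak was 659 bp wide with Toca1/Fnbp1l and 307 bp wide after control NT. The read numbers that the paper compares at Oct4 were not analysed here.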

The genomic distribution of peaks found in Toca1/Fnbp1l-overexpressed NT oocytes showed enrichment around TSSs (Figure S4B), like normal NT oocytes (Figure 2B). Together, accelerated nuclear actin polymerization by Toca1/Fnbp1l overexpression seems to induce accessible chromatin globally, rather than locally, at specific loci.

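The number of peaks was higher with Toca1/Fnbp1l on each of the 20 chromosomes, by 1.73 times on chromosome 15 to 2.24 times on chromosome 12. A longer list from a deeper library would also be longer on every chromosome, so these ratios cannot tell global opening from depth. Of the Toca1/Fnbp1l peaks, 3533 (21.5%, 95% Wilson interval 20.9% to 22.2%) overlapped a peak after control NT and 4651 (28.3%, interval 27.7% to 29.0%) overlapped a donor MEF peak only. The remaining 8228 (50.1%, interval 49.4% to 50.9%) overlapped neither. Peaks of the last class had a median width of 339 bp, against 709 bp for those that overlapped a control peak. When the 3 lists were reduced at random to equal numbers, the share that overlapped neither rose to 72.3%. This rise follows from the setting, because fewer donor peaks were left to overlap. In the other direction, 3661 of the peaks after control NT (44.3%, interval 43.3% to 45.4%) overlapped a Toca1/Fnbp1l peak. From its results with Toca1/Fnbp1l together, the paper proposes that accelerated nuclear actin polymerization opens chromatin globally and not at specific loci.

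**Figure D4:**
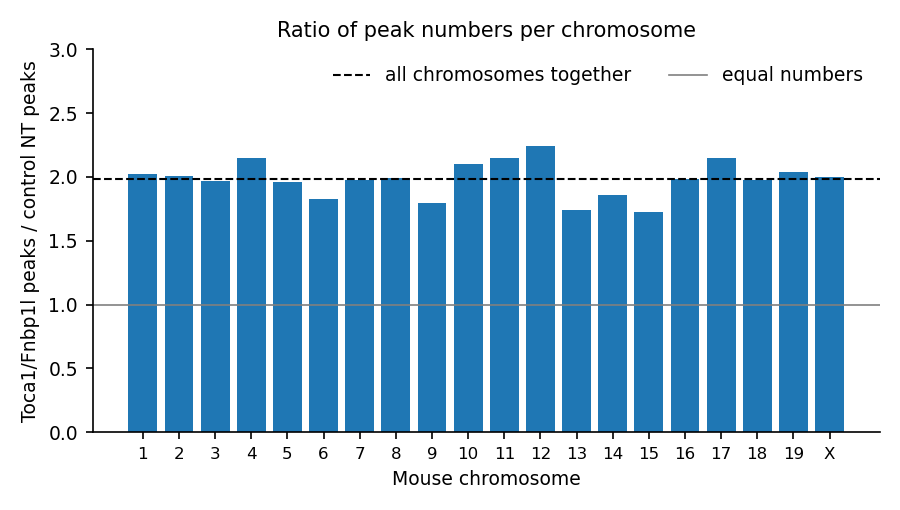
Number of Toca1/Fnbp1l peaks divided by the number of control NT peaks on each chromosome. The dashed line is the ratio over all chromosomes (1.99) and the solid line marks equal numbers. All bars lie between 1.73 and 2.24, and no error bars are drawn because there is 1 list per arm.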

**Figure 4:**
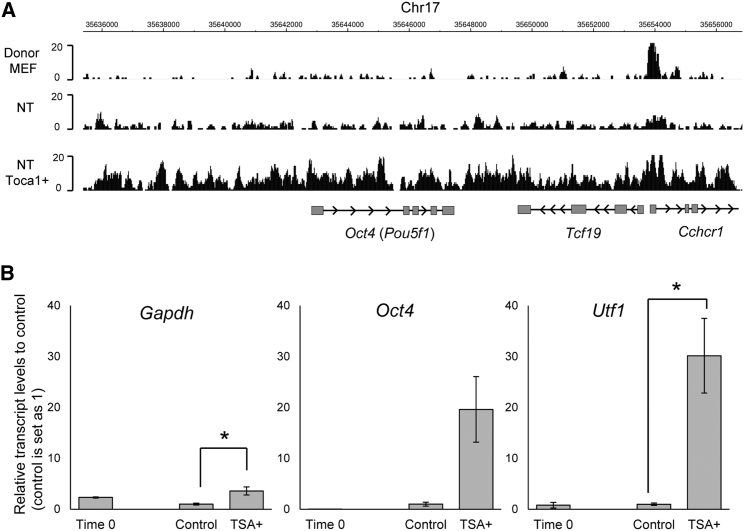
Efficient Transcriptional Reprogramming Is Associated with Increased Chromatin Accessibility (A) ATAC-seq reads for donor MEFs, control NT oocytes, and NT oocytes overexpressed with Toca1/Fnbp1l around the *Oct4* gene locus. (B) TSA treatment enhances transcriptional reprogramming. NT oocytes incubated with or without 50 nM TSA for 24 hr were used for qRT-PCR. Time 0 represents NT oocytes just after NT. n = 3 (time 0) or 4 (control and dnRAR). Error bars represent ± SEM. ^∗^p < 0.05 by the Student’s t test.

We next treated NT oocytes with 50 nM Trichostatin A (TSA), a histone deacetylase inhibitor, which can induce the accessible chromatin state in somatic nuclei (Bui et al., 2010, Maalouf et al., 2009, Miyamoto et al., 2017). NT oocytes incubated with TSA increased *Oct4* and *Utf1* expression by 19.6- and 30.2-fold, respectively (Figure 4B). These results suggest that somatic chromatin is not fully opened to support transcriptional reprogramming, even after NT to oocytes, and reprogramming can be enhanced by modulating chromatin accessibility.

In summary, our study reveals genome-wide changes in chromatin accessibility in a DNA-replication-independent manner after NT of somatic cells to *Xenopus* oocytes. Transcriptional activation from the silenced genes in donor somatic cells can be accomplished from both pre-existing open chromatin and closed chromatin. In 56% of newly activated genes, pre-existing open chromatin peaks were found near TSSs before NT. These results indicate that primed genes are prone to transcriptional activation during oocyte-mediated reprogramming. Presumably, having open chromatin, H3K4me3, and poised RNA polymerase II (Pol II) at these genes helps ensure that these genes can be promptly and efficiently activated, compared with genes with closed chromatin. In contrast, only a few percentages of genes acquire obvious open chromatin sites after NT, implying that opening of closed chromatin is an inefficient process. Indeed, we found that a closed chromatin configuration at TSSs is a barrier to some genes successfully being activated during reprogramming. Chromatin opening related to transcriptional reprogramming is likely mediated by TFs such as RARs. Although oocytes possess many TFs and other machineries to relax chromatin (Jullien et al., 2011, Jullien et al., 2014), some experimental interventions can still boost chromatin opening and transcriptional reprogramming of somatic cells. These observations suggest that somatic nuclei acquire extremely stable chromatin signatures in the course of differentiation. Increased chromatin accessibility contributes to the destabilization of somatic chromatin features and hence successful reprogramming.

## Experimental Procedures

### Animals

Our work using mature *Xenopus laevis* females is covered under the UK Home Office Project License PPL 70/8591 or approved by the Animal Research Committee of Kindai University. Frog husbandry and all experiments were performed according to the relevant regulatory standards. For collecting oocytes, frogs were anesthetized by subcutaneous injection of 120 mg (in 400 μL) of Tricaine methanesulfonate (MS222). Subsequently, the frogs were slaughtered by exsanguination under anesthesia, followed by freezing for appropriate disposal.

### ATAC-Seq

ATAC-seq was performed as described previously (Buenrostro et al., 2013) with some modifications. Cultured cells were harvested, washed with PBS, then transferred to cold lysis buffer (10 mM Tris-HCl [pH 7.4], 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL, 0.5% Triton X-100). Triton X-100 was crucial for permeabilizing cells after NT. Cells in lysis buffer were collected by centrifugation and the cell pellet resuspended in the transposon reaction mix (25 μL 2× TD Buffer [FC-121-1030; Illumina], 2.5 μL Tn5 Transposase [FC-121-1030; Illumina], 22.5 μL of Nuclease Free H_2_O). A total of 50 μL of the transposon reaction was used for 50,000 cells, while 1,000 or fewer cells were incubated in 5 μL of the transposon reaction. Moreover, diluted transposon (up to 1/1,000) was used when cell numbers were 100, 10, and 1. The transposition reaction was performed at 37°C for 30 min. After the reaction, transposed DNA was purified using a Qiagen MinElute kit and used for subsequent PCR amplification. DNA from 1,000 or fewer cultured cells was directly subjected to PCR amplification without kit purification. Transposed DNA was amplified by two rounds of PCR using NEB Next High Fidelity Master Mix (M0541; New England Labs) and the Customized Nextera PCR primers in 50 μL (Buenrostro et al., 2013). The first PCR varied from 5 to 15 cycles depending on the starting cell numbers. The number of second PCR cycles was determined by qPCR using 10% of the total PCR in order to amplify the DNA in the exponential growth phase. The amplified DNA was purified using QIAGEN PCR Cleanup kit and finally resuspended in 20 μL of elution buffer. The quality of library was checked on polyacrylamide gels and quantified using the KAPA library quantification kit for Illumina sequencing platforms (KAPA Biosystems). ATAC-seq libraries were computationally processed as described in the Supplemental Experimental Procedures.

### Statistical Analysis

The number of biological replicates is shown as n. In transcriptional assays by qRT-PCR, the statistical difference was calculated by the two-tailed Student’s t test. Error bars were represented as the SEM. The levels of significance were set as ^∗^p < 0.05. The statistical difference in mean ATAC-seq signal around groups of genes was calculated using the two-tailed Mann-Whitney U test. The statistical significance of the overlap between ATAC-seq peaks and other genomic datasets was calculated using the hypergeometric test. These statistical tests were conducted using the R software package (version 3.4). Further computational methods are described in the Supplemental Experimental Procedures.

How the deposited data were processed for this re-analysis (not part of the article)

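Open chromatin was measured by ATAC-seq in 8 libraries of 5 conditions: C2C12 myoblasts from 50000 cells (2 libraries) and from 1000 cells (2 libraries), donor MEFs (1 library), MEFs 48 h after NT (2 libraries) and MEFs 48 h after NT into oocytes that overexpressed Toca1/Fnbp1l (1 library). The authors deposited 1 peak list per condition, called at a false discovery rate of 0.01. The 1000-cell C2C12 and Toca1/Fnbp1l lists were assigned to their conditions by list name only. The 50000-cell list also held the paper's number of peaks, and the lists of donor MEFs and after NT also matched Table S1. Each list holds only the chromosome, start and end of each peak and a name made of these, in bp. The aligner, the peak caller, the genome build and the filters are not named in the paper's text, which refers to its supplemental procedures for methods. The lists hold no score, signal or read number, so neither the depth of a library nor the strength of a peak is known, and more peaks in a list can come from more reads. By the sample labels, libraries from 1000 cells went to amplification without the purification kit used for the others.

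From the lists, the number of peaks, their width and the covered length were computed. Peaks of different lists were called shared when they overlapped by at least 1 bp. Each overlap between whole lists was set beside 1000 circular shifts of the positions within each chromosome. The length of a chromosome was taken as the largest peak end in the 5 lists. Most overlaps of a part of a list were not set beside shifts. Shares of peaks have 95% Wilson intervals, which cover counting error over peaks and not variation between experiments. No p-value across peaks was computed, since peaks of 1 list are not replicates. Newly opened peaks were peaks after NT at least 5000 bp from any donor MEF peak, the definition in the paper's Results. Coordinates were changed from 0-based to 1-based starts and otherwise left as in the lists. The overlap code was tested on simulated data: of 8257 simulated peaks, 2065 were placed on donor MEF peaks, and 2065 were recovered with 0 false calls. The absence of false calls was fixed in advance, because the same code had placed the other peaks off every donor peak. As a separate check, bedtools counted the same number of overlapping peaks. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1 were used.

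Tables S1 and S2 of the paper were used to look up peaks. The copy of the first sheet of Table S1 is shortened and that of Table S2 holds fewer genes than the paper gives, so no overlap, enrichment or set test was run on either. Positions in both tables were found in the list after NT. The distances to donor peaks in Table S1 were 1 bp larger than those computed here. The symbols of all 495 genes of the copy of Table S2 matched the RefSeq gene table of GRCm38.p6, which lists 458 of them as protein coding. Positions of that table were not used, because the lists are in another build: the Utf1 peak lies at a position that the table does not give to Utf1. For the same reason enrichment at TSSs, distances from TSSs for all peaks and numbers of genes with peaks were not analysed. Enhancer lists, ChIP-seq, DNase-seq, RNA-seq and qRT-PCR were not used here.

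Named genes and peaks followed a rule set before the data were examined: every gene the paper names at a statement on accessibility that Table S1, Table S2 or a figure axis places, the 3 widest peaks of the intergenic sheet of Table S1 and the 3 genes of Table S2 with the widest promoter peak. Ap1s3 and Gapdh were not placed by these sources. The processing alternatives were also set then: joining peaks up to 150 bp apart, a minimum width of 250 bp, autosomes only, a reciprocal overlap of at least 50%, peaks within 500 bp, shifts of 10 kb to 1 Mb, other distances and reference lists for newly opened peaks, the covered length, the C2C12 list from 1000 cells and lists of equal size (mean of 100 draws). The tests of explanations given among the additional observations were chosen after the patterns had been seen.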

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

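The tests in this part were chosen after the results had been seen.

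Peaks that the paper does not discuss were found in the Toca1/Fnbp1l list: 6520 of its peaks lay at least 5000 bp from every donor MEF peak, against 3146 in the control NT list. As a share of each list the numbers were close, at 39.7% and 38.1%. Of the 6520 peaks, 508 (7.79%, 95% Wilson interval 7.17% to 8.47%) overlapped a peak after control NT. A deeper library or another batch is a candidate explanation for the higher number. Of the widest 10% of the control NT peaks, 84.6% were found with Toca1/Fnbp1l, but this value does not separate depth from treatment. With 1 list per arm and no read numbers, the effect of Toca1/Fnbp1l and that of library depth or batch cannot be told apart.

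Of the 1000-cell C2C12 peaks, 90.1% were in none of the other 4 lists, which the paper does not report. A single displacement of each chromosome by up to 1 Mb is argued against: in steps of 1000 bp in either direction, the overlap with the 50000-cell list was highest with no displacement on 20 of 20 chromosomes. Larger displacements, or ones that change along a chromosome as between genome builds, were not tested. A list of donor MEFs in place of C2C12 cells was considered next. A 1000-cell peak overlapped 5.62% of all 50000-cell C2C12 peaks and 6.03% of all donor MEF peaks. Many of these peaks are shared by both lists, so these shares do not separate the cell types. Peaks of either list that are absent from the other argue against such an exchange. Among peaks 300 to 600 bp wide, C2C12 peaks absent from donor MEFs were overlapped by a 1000-cell peak in 2.85% of cases (interval 2.57% to 3.15%) and donor MEF peaks absent from C2C12 in 1.61% (interval 1.36% to 1.91%). Fewer reads from the same sites and nothing else would leave most 1000-cell peaks on 50000-cell peaks, and 8.48% were. That value restates the pattern and is not a separate test of it. Mostly background calls beside a smaller part from the same sites may explain the pattern. The share on 50000-cell peaks rose from 3.22% among the narrowest 10% of the 1000-cell peaks to 14.4% among the widest 10%, while shifted positions of the same widths rose from 1.24% to 1.94%. The different handling of 1000-cell libraries stays open as a source and was not tested. The design names no biological difference between the C2C12 lists besides the cell number.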

How the results depend on the processing

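Both of these comparisons kept their direction under every alternative run for them: a larger share of donor peaks shared with C2C12 than of those not shared was present after NT, and the Toca1/Fnbp1l list was larger than the control list. Joining peaks up to 150 bp apart and leaving out chromosome X were run for the peak numbers, the Toca1/Fnbp1l ratio, the count of newly opened peaks, the split of the Toca1/Fnbp1l list, the difference between shared and other donor peaks, and the shares of 1000-cell peaks in the 50000-cell list, donor peaks after NT, NT peaks in donor MEFs and newly opened peaks with Toca1/Fnbp1l. They moved none of these past their interval, or past 1.5 times for counts. They were not run for other values. Where values moved, beyond what the settings impose by their construction, the cause was not tested.

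With peaks at least 250 bp wide in every list, 18567 peaks were left in the 1000-cell C2C12 list and 5206 after NT, and the count of newly opened peaks was 1517. The Toca1/Fnbp1l ratio was 2.60, the share of donor peaks present after NT 8.59%, that of NT peaks in donor MEFs 58.9%, that of 1000-cell peaks in the 50000-cell list 10.3% and that of newly opened peaks found with Toca1/Fnbp1l 24.1%. The difference between shared and other donor peaks was 11.4 percentage points. Of the Toca1/Fnbp1l peaks 33.3% overlapped a donor peak only and 45.6% neither.

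With a reciprocal overlap of at least 50%, the same shares were 6.13% (donor peaks after NT), 29.4% (NT peaks in donor MEFs), 3.13% (1000-cell peaks), 8.52% (newly opened peaks with Toca1/Fnbp1l) and 6.22 percentage points (difference). The Toca1/Fnbp1l list was split into 11.0% on NT peaks, 21.6% on donor peaks only and 67.4% on neither. With peaks within 500 bp counted as shared, the values were 11.7%, 52.6%, 11.1%, 18.7% and 13.6 percentage points, and the split was 24.1%, 30.7% and 45.1%.

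With the donor MEF and both C2C12 lists as reference, 2070 peaks were newly opened. By covered length the Toca1/Fnbp1l ratio was 3.14. With the 1000-cell C2C12 list the difference between shared and other donor peaks was 19.5 percentage points, but only 2386 donor peaks counted as shared there. With lists of equal size, 6.16% of Toca1/Fnbp1l peaks overlapped a donor peak only and 72.3% neither, because fewer donor peaks were left to overlap. The median of the paper's TSS distances on the intergenic sheet was 30770 bp, against a mean of 71001 bp. Shifts of 10 kb to 1 Mb gave higher overlaps than shifts over whole chromosomes in all 4 cases, up to 1.91% for NT peaks in donor MEFs, far below the observed shares.

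Alternatives that need a peak score, a list per replicate or a gene annotation of the build were not run. No paired analysis was possible because each condition has 1 list that pools its libraries. Without depth, a peak missing from a list cannot be read as closed chromatin.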

Differences from the paper's values

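With the processing as reported, none of the values compared with the paper differed by more than 1.5 times. Among the alternatives set before the data were examined, 2 gave counts of newly opened peaks that did: 1517 with peaks at least 250 bp wide and 2070 with the donor MEF and both C2C12 lists as reference, against the paper's 3146. The counts as reported of C2C12 peaks and newly opened peaks equalled the paper's 52697 and 3146. The 1245 intergenic newly opened peaks were taken from the paper's own table and looked up in the lists, so their number is not an independent count. The copy of Table S2 held 495 genes against the paper's 497. The Toca1/Fnbp1l list held 1.99 times as many peaks as the control list, against the paper's 2.6. That list is tied to its condition by its name only. Of the alternatives set before the data were examined, a minimum width of 250 bp gave 2.60, joining close peaks 2.00, autosomes only 1.99 and the covered length 3.14. The first of these is a setting under which the value falls on the paper's, not the paper's stated method.

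The paper draws its highest 50000-cell ATAC-seq signal in Figure 1C at the shared start of Ppat and Paics, and the 50000-cell list has no peak in the 38768 bp around it. The paper groups the 1000-cell with the 50000-cell samples by reads around TSSs, while 8.48% of the 1000-cell peaks overlap a 50000-cell peak. At Oct4 the paper shows more reads with Toca1/Fnbp1l, and neither that list nor the control list holds a peak at the gene as drawn in Figure 4A.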

Other observations

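The tests in this part were chosen after the patterns had been seen.

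Newly opened peaks were found with Toca1/Fnbp1l less often (16.5%) than peaks that overlap a donor peak (72.2%). The smaller width of newly opened peaks alone is argued against, since among peaks at least 400 bp wide 40.5% of newly opened peaks (95% Wilson interval 35.5% to 45.7%) and 83.4% of the others (interval 81.6% to 85.1%) were found. Randomly placed background calls only would give the level of shifted positions, whose highest value over local shifts was 1.78%. A mixture of background calls and sites that open again stays open, as do an effect of Toca1/Fnbp1l on which sites open and variation between NT experiments, none of which was tested.

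Chromosome 11 held 10.4% of the newly opened peaks (interval 9.38% to 11.5%) and 6.27% of the donor MEF peaks (interval 6.03% to 6.51%). The excess was not confined to newly opened peaks. Chromosome 11 held 8.65% of the other peaks after NT (interval 7.91% to 9.45%), below the 10.4% of the newly opened peaks. Their intervals meet only between 9.38% and 9.45%, and overlapping intervals do not show equal shares. The chromosome held 9.31% of the whole list after NT and 10.1% of the whole Toca1/Fnbp1l list. Relative to donor peaks it ranked 1 among the 20 chromosomes, with 0.132 newly opened peaks per donor peak, against 0.107 on chromosome 5, the next, and 0.0508 on X. In the Toca1/Fnbp1l list 790 of the 6520 peaks at least 5000 bp from a donor peak were on chromosome 11. One cluster of peaks on the chromosome is argued against, because its share of newly opened peaks without its densest 5-Mb window was 9.42%. A chromosome rich in sites open in both cell types was also considered. Of the donor peaks shared with C2C12, 6.60% were on chromosome 11 (interval 6.31% to 6.91%), close to its share of all donor peaks. Newly opened peaks lie at least 5000 bp from donor peaks by definition, so this value cannot test the excess among them. Base composition and gene density, which need a genome and an annotation in the coordinates of the lists, were not tested, and no biological explanation was tested.

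Peaks found only in the 1000-cell C2C12 list were denser on chromosome 10 (17.1 per Mb) and chromosome 15 (15.7 per Mb) than on the median chromosome (11.7 per Mb). Extra chromosome copies in the C2C12 line were considered as a hypothesis, with the ratio of 50000-cell C2C12 to donor MEF peaks as a measure of copies. Over the 20 chromosomes Spearman's rho was 0.191 (two-sided permutation test, p = 0.417) and Pearson's r was 0.302 (p = 0.194). Without chromosomes 10 and 15, the farthest from the median density, r was 0.0781 (permutation test, p = 0.765), but these are the chromosomes that prompted the hypothesis, so that value does not bear on it. Their ratios, 1.48 and 1.55, were the third and the second highest, after 1.78 on chromosome 12, where the density was 11.5 per Mb. This was the 1 relation computed across chromosomes. The ratio is an indirect measure of copies, and the hypothesis stays undecided.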
